A study of Mus musculus with 18 samples.

How the data were processed

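RNA sequencing was done on 18 libraries from 9 mouse embryos at embryonic day 9. Per the labels, 5 embryos were controls and 4 were double knockouts (DKO) of Meis1 and Meis2. The 2 genes were deleted conditionally with a Cre recombinase expressed under the control of Delta1 (Dll1). Cells in which the Cre did not act may therefore keep both genes. Each embryo gave a posterior library and an anterior library. The posterior piece was the axial bud with the most recently formed somites, the anterior piece was the remaining axis that bears somites, and the head region without somites was left out. The labels describe poly(A) libraries (NEBNext) read from a single end at 61 bp on a HiSeq instrument.

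The deposited table holds RSEM expected counts per Ensembl gene for the mouse build GRCm38, not scaled between libraries. Its values are fractional estimates of the number of reads per gene. The aligner, the RSEM version and the use of the read strand in counting were not stated, so counts of genes that overlap on opposite strands are uncertain. Of 53465 gene identifiers, 53360 were found in the GENCODE M21 annotation of the same build, which gave symbols, biotypes and coordinates, and 105 were not found. Gene-level counts do not show which exons the reads cover, and transcripts with a deleted exon may still be counted.

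Counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the groups compared (minimum count 10, minimum total count 15), library sizes were scaled by the trimmed mean of M values (TMM), and glmQLFit and glmQLFTest were used with their defaults. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in each comparison, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Expression is given as TMM-scaled CPM (counts per megacount of the library), and log2 CPM used a prior count of 2.

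The comparisons were DKO against control in the 9 anterior libraries, the same in the 9 posterior libraries, the difference of these 2 effects (the interaction of region and genotype, 18 libraries), and posterior against anterior separately in the 10 control and the 8 DKO libraries. Embryos were matched across regions on genotype, sex label and somite number. After removal of the mean of each group, the anterior and posterior libraries of the same embryo had correlations of 0.255 to 0.568 over genes in 9 pairs. Libraries of different embryos with the same genotype had −0.282 to 0.0902. The embryo therefore entered as a block in alternatives. The DKO effects of the regions were also correlated over genes, which are not independent replicates, and set against relabelled embryos.

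Fixed gene lists were tested with camera in limma 3.58.1 (correlation between genes preset at 0.01), with fry, with camera using an estimated correlation, and with an exact two-sided permutation of the mean log2 CPM of the list. The 16 lists covered Hox genes of paralogue groups 1 to 4, 5 to 8 and 9 to 13, the retinoic acid pathway, TALE partners of Meis, segmentation, the axial bud, sclerotome, dermomyotome and myotome, primitive erythroid cells, endothelium, neural tube, neural crest, heart, gut endoderm and surface ectoderm. With 2 regions there were 32 tests. A further 3 lists of p53 target genes, class I antigen presentation genes and imprinted genes were written after single members had been noticed in the data, and those members were left out of them.

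Meis1 and Meis2 were always reported. The other genes of the DKO comparisons were named by a rule: the 5 higher and the 5 lower protein-coding genes with the largest fold change among those past the threshold, with a mean of at least 50 counts and no overlap between the groups. Genes of the Hox, retinoic acid and TALE lists past the threshold were to be named as well. The region comparisons used the same rule. The comparisons, tests, 16 lists, naming rule and most alternatives were chosen before the data were examined. Genes named outside the rule are marked as such.

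Totals ranged from 12.7 to 38.2 megacounts (M) of expected counts per library, so that 3 counts, used as the floor, corresponded to 0.0786 to 0.237 CPM. The reads carry no molecular identifiers, so floors cover counting error only. The code was tested on simulated data with 200 changed genes among 15013 to 15684 tested and the same group sizes. The changed genes were drawn only from those with a mean of at least 50 counts, and each gene was simulated independently. The recovery rates therefore do not cover genes with lower counts. With no changed genes, edgeR made 0 calls, and 5.03% (anterior) and 4.85% (posterior) of genes had an unadjusted p below 0.05. It recovered 55.5% of anterior and 32.5% of posterior genes changed by 0.5 on the log2 scale, and 89.0% and 85.5% of those changed by 1. DESeq2 made 16 and 17 calls with no changed genes.

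The alternatives were size factors by relative log expression (RLE) or upper quartile, DESeq2 1.42.0, limma-voom, no filter on low counts, a filter at a mean of 50 counts, unrounded counts, sex label and somite number as covariates, all 18 libraries in one fit, the embryo as a block, and leaving out each embryo. Alternatives chosen after seeing the data were the newer quasi-likelihood fit of edgeR, an adjusted p threshold of 0.1, the sex covariate without control embryo 1, exact permutation of list means, and removal of each library's trend on GC content and gene length. The median log2 fold change over all tested genes of the 5 comparisons lay between −0.0309 and 0.0226 with TMM, RLE and upper-quartile factors. To count chance results, 100 of the possible splits of the 9 embryos into 5 and 4, the real one included, were drawn with seed 20. No library was left out of the comparisons. Exon-level changes and transcripts were not analysed here.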

Results

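Gene expression was measured by RNA sequencing in 9 mouse embryos with 20 to 24 somites, each divided into an anterior and a posterior piece. There were 5 control and 4 DKO embryos, and the 4 groups of libraries were anterior control (n = 5), anterior DKO (n = 4), posterior control (n = 5) and posterior DKO (n = 4). Total expected counts, in megacounts (M), averaged 17.8 ± 4.97 M (SD, n = 5) in the anterior controls, 25.0 ± 8.08 M (n = 4) in the anterior DKO, 25.2 ± 9.09 M (n = 5) in the posterior controls and 23.7 ± 4.73 M (n = 4) in the posterior DKO libraries. The lowest total was 12.7 M (anterior control 3) and the highest 38.2 M (posterior control 1). Totals did not differ detectably between genotypes by a two-sided exact permutation test (p = 0.159 anterior, p = 0.778 posterior, the smallest possible being 0.00794). Between 14598 and 16897 genes had at least 10 counts, and the 10 most counted genes took 4.24% to 5.02% of each library.

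The first question was whether the deleted genes fell in the DKO libraries. Meis1 (ENSMUSG00000020160) lies on the minus strand of chromosome 11 from 18879817 to 19018985, and Meis2 (ENSMUSG00000027210) on the minus strand of chromosome 2 from 115863064 to 116065839. In anterior controls 1 to 5, Meis1 was at 121, 113, 134, 127 and 129 CPM, and in anterior DKO libraries 1 to 4 it was at 90.3, 111, 97.9 and 108 CPM. Anterior Meis2 was at 195, 185, 190, 176 and 202 CPM in the controls and at 131, 157, 138 and 146 CPM in the DKO libraries. Posterior Meis1 was at 93.4, 59.9, 99.7, 87.5 and 82.1 CPM in the controls and at 49.3, 72.5, 46.5 and 61.7 CPM in the DKO libraries. Posterior Meis2 was at 148, 118, 151, 139 and 160 CPM in the controls and at 97.7, 117, 92.8 and 90.3 CPM in the DKO libraries.

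Anterior Meis1 averaged 125 ± 8.01 CPM (SD, n = 5) in controls and 102 ± 9.42 CPM (n = 4) in DKO, a log2 fold change of −0.30 (SE 0.0692, adjusted p = 0.123). Anterior Meis2 averaged 189 ± 9.73 CPM and 143 ± 11.2 CPM, a log2 fold change of −0.41 (SE 0.0608, adjusted p = 0.0522). Posterior Meis1 averaged 84.5 ± 15.3 CPM and 57.5 ± 12.0 CPM (−0.55, SE 0.158, adjusted p = 0.336), and posterior Meis2 averaged 143 ± 16.1 CPM and 99.4 ± 12.0 CPM (−0.52, SE 0.0983, adjusted p = 0.196). The groups did not overlap except for posterior Meis1, where control 2 lay below DKO 2 and DKO 4. The alternative that moved these calls most was DESeq2, which put all 4 tests past the threshold, and edgeR put 0 of 4 past it. Adjusted p-values over the alternatives ranged from 1.59e-07 to 0.214 for anterior Meis2, and without DKO embryo 2 its value was 0.0211. The counts are per gene and per whole piece of tissue. They do not show whether the remaining reads cover the deleted exons or come from cells without the deletion.

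**Figure D1:**
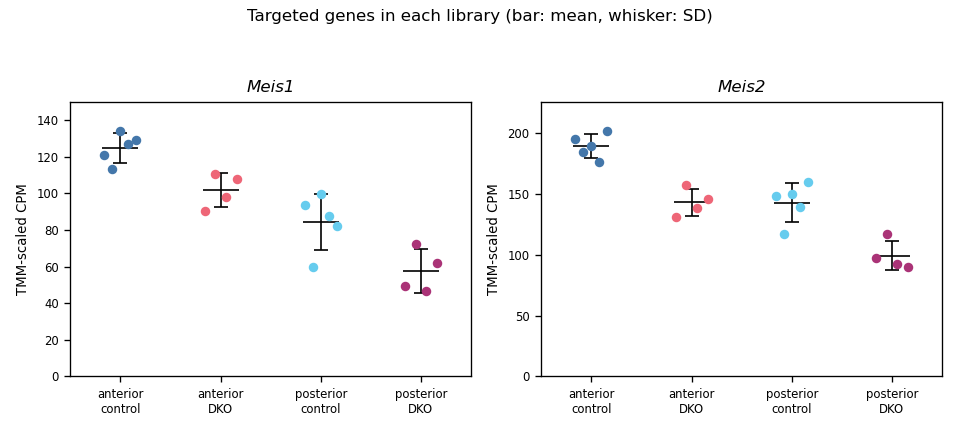
Meis1 and Meis2 in each library, in TMM-scaled CPM, by region and genotype, with points for libraries, bars for the mean and whiskers for the SD. DKO means were lower for both genes in both regions, and the groups overlapped for posterior Meis1, where control 2 lay at 59.9 CPM.

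Xist and the sum of 4 genes on the Y chromosome (Ddx3y, Eif2s3y, Kdm5d and Uty) were read against the sex labels. Both libraries of control embryo 1, labelled female, had Xist at or below 0.339 CPM and Y-linked sums of 151 and 164 CPM. The 8 other libraries labelled female had Xist at 407 to 670 CPM and Y-linked sums of at most 0.934 CPM. The 8 libraries labelled male had Xist at or below 0.773 CPM and Y-linked sums of 125 to 173 CPM.

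Principal component analysis of 16440 genes placed 41.5% of the variance on the first component, 8.49% on the second and 6.84% on the third. On the first component the anterior libraries lay between −56.9 and −32.2 and the posterior libraries between 36.2 and 58.9. The genotypes were not separated on the second component, on which the libraries of control embryo 2 lay highest at 40.0 and 36.6. On the third component the libraries of control embryos 1, 2, 3 and 5 lay between 8.25 and 26.3, above all DKO libraries (−41.4 to 0.464), and those of control embryo 4 lay among the DKO libraries at −11.1 and −8.46.

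**Figure D2:**
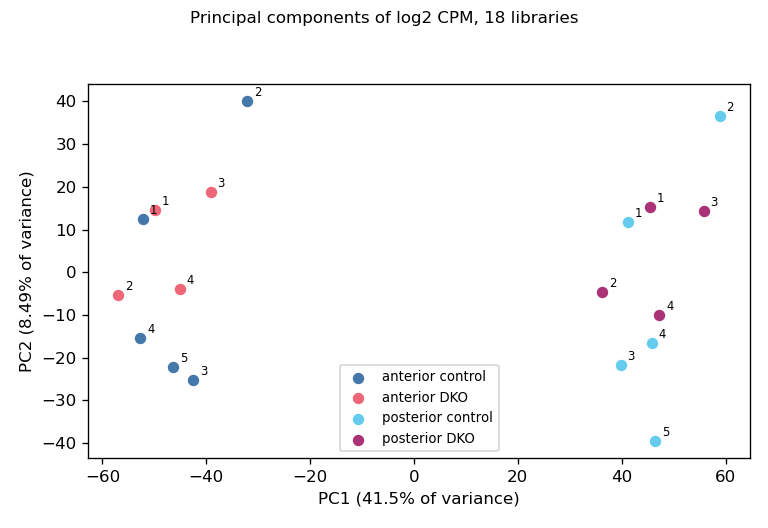
Principal components 1 and 2 of log2 CPM, in arbitrary units, with 1 point per library marked by region and genotype. The regions separate on component 1 (41.5% of the variance) and the genotypes do not separate on component 2 (8.49%).

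The anterior comparison asked which genes depend on Meis1 and Meis2 in the part of the axis where somites are differentiating. Of 15238 genes tested, 6 passed the threshold, 3 higher and 3 lower in DKO. An unadjusted p below 0.05 was found for 1983 genes (13%), and the groups did not overlap for 773 genes (5.07%, where chance gives 1.59%). The count moved most with DESeq2, which called 287 genes (115 higher, 172 lower), among them all 6. It also depended on single libraries: 57 genes passed without DKO embryo 2, 1 without DKO embryo 1, 2 each without control embryos 2, 3 or 5, and 3 without DKO embryo 3.

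By the naming rule, 4 of the 6 genes qualified. Eya2 (ENSMUSG00000017897, chromosome 2, 165595032 to 165771727, plus strand) rose from 15.9 ± 1.87 CPM (SD, n = 5) to 29.4 ± 4.17 CPM (n = 4), a log2 fold change of 0.88 (SE 0.111, adjusted p = 0.0286). Cdh15 (ENSMUSG00000031962, chromosome 8, 122847966 to 122867397, plus strand) rose from 14.4 ± 1.35 to 23.5 ± 1.83 CPM (0.71, SE 0.0899, adjusted p = 0.0286). Hes5 (ENSMUSG00000048001, chromosome 4, 154960923 to 154962371, plus strand) rose from 51.6 ± 3.81 to 82.2 ± 12.2 CPM (0.66, SE 0.0928, adjusted p = 0.0455). Daam2 (ENSMUSG00000040260, chromosome 17, 49456022 to 49564343, minus strand) went from 33.3 ± 2.24 to 22.8 ± 1.80 CPM (−0.55, SE 0.0741, adjusted p = 0.0380). All 4 fell short of the threshold without DKO embryo 1, with adjusted p-values of 0.144 for Eya2 and Cdh15, 0.162 for Hes5 and 0.186 for Daam2. Over all alternatives the highest adjusted p-values were 0.144 for Eya2, 0.223 for Cdh15, 0.162 for Hes5 and 0.366 for Daam2.

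The other 2 genes fell outside the rule and were named after their values were seen. The non-coding transcript 4930481B07Rik (ENSMUSG00000085956, chromosome 3, 95015625 to 95020138, plus strand) went from 4.24 ± 0.817 to 0.620 ± 0.210 CPM (−2.73, SE 0.253, adjusted p = 0.00503, up to 0.0289 over the alternatives). Lyve1 (ENSMUSG00000030787, chromosome 7, 110850607 to 110863239, minus strand) went from 1.124 ± 0.0561 to 0.175 ± 0.0383 CPM (−2.68, SE 0.268, adjusted p = 0.00524), with a mean of only 13.1 counts. Without DKO embryo 1 the adjusted p of Lyve1 was 0.0649, the highest over its alternatives.

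The posterior comparison asked the same of the axial bud and the newest somites, where early patterning takes place. Of 15936 genes, 2 passed the threshold, 1 higher and 1 lower, both outside the naming rule and named after their values were seen. An unadjusted p below 0.05 was found for 1754 genes (11%), and 675 genes (4.24%, chance 1.59%) had groups that did not overlap. The long non-coding RNA A930024N18Rik (ENSMUSG00000097566, chromosome 17, 15375000 to 15379475, plus strand) rose from 0.295 ± 0.041 CPM (n = 5) to 2.78 ± 0.712 CPM (n = 4), a log2 fold change of 3.24 (SE 0.269, adjusted p = 0.0014, up to 0.0136 over the alternatives). It overlaps Dll1, which lies on the opposite strand, by 1873 bp, and whether the counts separate the strands was not stated. The transcript 4930481B07Rik went from 4.38 ± 0.873 to 0.856 ± 0.152 CPM (−2.36, SE 0.217, adjusted p = 0.00202, up to 0.0238 over the alternatives). DESeq2 called 156 genes (74 higher, 82 lower), and edgeR called 24 without DKO embryo 2.

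**Figure D3:**
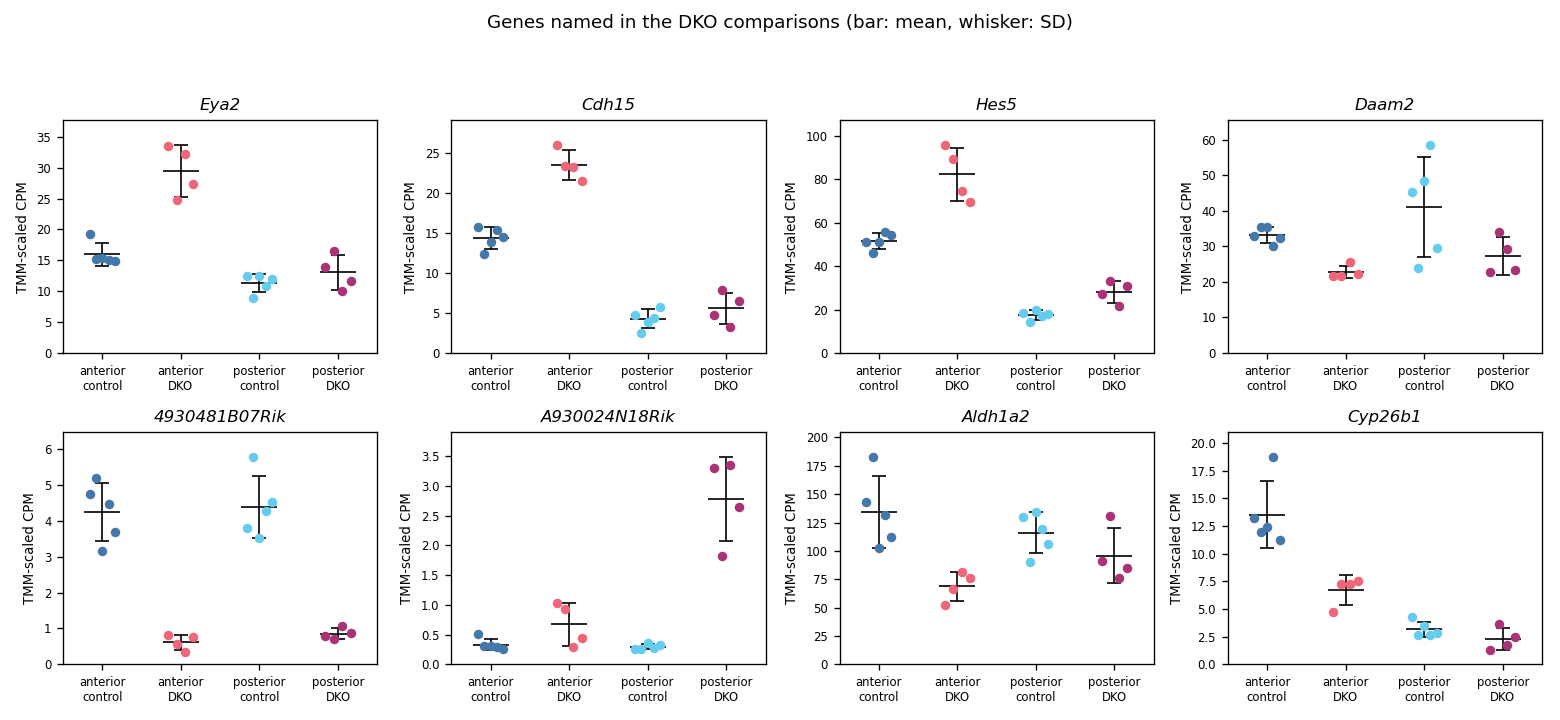
Expression of 8 genes in each library, in TMM-scaled CPM, by region and genotype, with points for libraries, bars for the mean and whiskers for the SD. Eya2, Cdh15, Hes5 and Daam2 were past the threshold in the anterior region, A930024N18Rik in the posterior region and 4930481B07Rik in both, and Aldh1a2 and Cyp26b1 in neither.

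The interaction asked whether the effect of the DKO differed between the regions. None of 16428 genes passed the threshold (0 genes, with 567 or 3.45% at an unadjusted p below 0.05, and a smallest adjusted p of 0.373). DESeq2 gave 7 genes, and edgeR gave 1 without DKO embryo 2. This fit ignores that both regions come from the same embryo, and with the embryo as a block or as a random effect 0 genes passed, with 860 and 917 at an unadjusted p below 0.05. Over the 14930 genes tested in both regions, the log2 fold changes had a Pearson correlation of 0.392 and a Spearman correlation of 0.416, and 67.1% had the same sign. These are correlations over genes, which are not independent replicates, and both regions come from the same embryos. Among 530 genes with an unadjusted p below 0.05 in both regions, 517 (97.55%) had the same sign. The alternative that moved the Pearson correlation most was the filter at a mean of 50 counts, with 0.723.

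Posterior and anterior pieces of the same genotype were compared to measure the difference between regions. In controls, 3884 of 15294 genes passed the threshold (1854 higher and 2030 lower in the posterior piece), and in DKO embryos 2913 of 15777 (1382 higher, 1531 lower). The groups did not overlap for 3074 genes in controls (20.1%, chance 0.794%) and 3722 in DKO (23.6%, chance 2.86%). The alternative that moved the control count most was the embryo as a random effect, with 5216 genes. Without DKO embryo 1 the DKO count was 1728. Of 15153 genes tested in both, 2306 passed in both, all 2306 in the same direction, and the log2 fold changes had a Pearson correlation over genes of 0.919. A further 1538 passed in controls only and 490 in DKO only. These counts do not show a difference between genotypes, which the interaction tests.

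By the rule, the genes higher in the posterior piece of controls were Hoxc10, Hoxd12, Hoxa13, Cdx4 and Hoxc11, and the lower ones included Myh3, Lbx1, Tnnc2 and Lhx4. In DKO embryos the higher ones were Hoxc10, Hoxd13, Hoxd12, Msgn1 and Hoxc11, and the lower ones included Myh3, Tnnc2, Chrng and Acta1. In controls, Hoxc10 (ENSMUSG00000022484, chromosome 15, 102966796 to 102971893, plus strand) had a log2 fold change of 10.84 (SE 0.215, adjusted p = 2.48e-11). Cdx4 (ENSMUSG00000031326, chromosome X, 103321398 to 103330592, plus strand) had 9.57 (SE 0.46, adjusted p = 4.12e-08), and Myh3 (ENSMUSG00000020908, chromosome 11, 67078300 to 67102291, plus strand) had −7.49 (SE 0.328, adjusted p = 2.11e-08). Without 1 control embryo they ranged from 10.57 to 11.74 for Hoxc10, 9.29 to 11.63 for Cdx4 and −7.71 to −7.34 for Myh3. Anterior control libraries had at most 4 counts of Hoxc10 and 8 of Cdx4, so the size of these 2 changes is uncertain. Higher genes at or below 3 counts in every library of the lower group are given as bounds. In controls Hoxd12, Hoxa13 and Hoxc11 were at least 37.7-fold, 33.1-fold and 102-fold higher. In DKO embryos Hoxc10, Hoxd13, Hoxd12, Msgn1 and Hoxc11 were at least 1240-fold, 192-fold, 54.8-fold, 156-fold and 152-fold higher. The bound of Hoxd12 in DKO embryos rests on 1.81 to 16.7 CPM, and without the highest library it was 30.0-fold. The other 7 bounds moved by less than 1.5 times without the highest library.

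Gene lists were used to ask whether patterning pathways or tissues moved together in the DKO, in 32 tests. With the preset correlation, camera put 12 tests past the threshold, and none of these calls holds under fry, under an estimated correlation or under exact permutation of list means (0 of 32 each). The smallest possible exact permutation p, 0.00794, becomes 0.254 for 1 list alone after adjustment over 32 tests, and at least 6 lists at that value would be needed for any to pass. By exact permutation 6 of the 32 had an unadjusted p below 0.05. The alternatives that moved the count most were those 3.

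In the anterior region, camera called the neural tube list (median log2 fold change 0.29, adjusted p = 9.25e-08, 12 of 12 genes higher), the neural crest list (0.27, adjusted p = 7.21e-06, 8 of 8 higher), the sclerotome list (−0.16, adjusted p = 0.00257, 3 of 12 higher), the gut endoderm list (0.33, adjusted p = 0.0189, 7 of 9 higher) and the segmentation list (0.23, adjusted p = 0.0397, 9 of 12 higher). In the posterior region it called the primitive erythroid list (0.54, adjusted p = 1.04e-06, 12 of 12 higher), the sclerotome list (−0.44, adjusted p = 5.27e-05, 1 of 12 higher), the neural tube list (0.31, adjusted p = 0.00043, 12 of 12 higher) and the gut endoderm list (0.32, adjusted p = 0.00103, 9 of 11 higher). It also called the surface ectoderm list (0.27, adjusted p = 0.00173, 8 of 10 higher), the Hox list of groups 1 to 4 (0.17, adjusted p = 0.00641, 11 of 12 higher) and the axial bud list (0.18, adjusted p = 0.0366, 15 of 17 higher). Over the alternatives their highest adjusted p-values ranged from 0.351 to 0.762. Over the genes tested in the region, the list means of all 4 DKO libraries lay outside the range of the controls for the anterior sclerotome list, whose unadjusted exact permutation p was 0.00794. With the normalization of all 18 libraries this also held for the anterior neural crest list (DKO from 4.562, controls up to 4.560 log2 CPM).

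The lists not called had these medians. In the anterior region they were −0.00 for Hox groups 1 to 4, −0.15 for groups 5 to 8, −0.22 for groups 9 to 13 (4 of 16 genes tested), −0.04 for the retinoic acid pathway, −0.01 for TALE partners, 0.20 for the axial bud, 0.02 for dermomyotome and myotome, −0.50 for primitive erythroid cells, −0.12 for endothelium, 0.08 for heart and 0.18 for surface ectoderm. In the posterior region they were 0.12 for Hox groups 5 to 8, 0.14 for groups 9 to 13, 0.10 for the retinoic acid pathway, −0.04 for TALE partners, 0.04 for segmentation, −0.04 for dermomyotome and myotome, −0.21 for endothelium, 0.07 for neural crest and −0.26 for heart. For the anterior retinoic acid list the mean difference was −0.15 with an unadjusted exact permutation p of 0.0238 (adjusted 0.190), over the 17 genes tested there. Of these 17 genes, 8 were higher in DKO, and the largest falls were those of Cyp26b1 (−1.03) and Aldh1a2 (−0.97). A lower list mean is therefore not a fall across the whole list. Over the 19 genes that pass the filter of all 18 libraries, a set compared after its values were seen, the DKO libraries (3.875 to 4.003 log2 CPM) lay below all controls (4.065 to 4.153). The mean difference was then −0.19 (exact permutation p = 0.00794, adjusted 0.0847). Camera called the list with the trend on GC content and length removed (median −0.13, adjusted p = 0.00845, over the alternatives up to 0.662). The difference of the effects between regions, tested by permuting whole embryos for each of the 16 lists, passed for 0 lists after adjustment. The smallest unadjusted exact permutation p was 0.0556, for the retinoic acid pathway.

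Over all genes tested, 1 of the 167 list genes tested in the anterior region passed the threshold (Hes5), and 52 had an unadjusted p below 0.05. Adjusted over the genes of all lists pooled, 30 of 167 passed. In the posterior region 0 of 190 passed over all genes or over the pooled lists, and 47 had an unadjusted p below 0.05. Adjusted within each list separately, posterior genes that passed numbered 5 of the primitive erythroid list, 4 each of the sclerotome and gut endoderm lists, 2 of surface ectoderm and 1 each of Hox groups 9 to 13, segmentation, axial bud, and dermomyotome and myotome. Cyp26a1 is held by both the retinoic acid and axial bud lists, and Sox17 by both the endothelium and gut endoderm lists.

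The series title concerns retinoic acid, and 2 genes of that pathway were named after their values were seen. Aldh1a2 (ENSMUSG00000013584, chromosome 9, 71215789 to 71296243, plus strand), which codes for an enzyme that makes retinoic acid, went from 134 ± 31.5 CPM (SD, n = 5) to 69.0 ± 12.7 CPM (n = 4) in the anterior region, a log2 fold change of −0.97 (SE 0.170, adjusted p = 0.0641 over all genes). Cyp26b1 (ENSMUSG00000063415, chromosome 6, 84571414 to 84593908, minus strand), which codes for an enzyme that degrades it, went from 13.5 ± 3.01 to 6.72 ± 1.34 CPM (−1.03, SE 0.182, adjusted p = 0.0659). Adjusted within the retinoic acid list, 4 genes passed in the anterior region: Aldh1a2 and Cyp26b1 (both 0.0013), Rdh10 (log2 fold change −0.27, 0.0423) and Crabp1 (0.27, 0.0423). Over all genes, both passed with DESeq2, with no filter on low counts (0.00914 and 0.0177) and with somite number as covariate (0.0285 and 0.0480). Aldh1a2 also passed with the sex label (0.0474), with both covariates (0.0391) and with all 18 libraries in one fit (0.0336). Their adjusted p-values over the alternatives ranged from 0.000834 to 0.214 for Aldh1a2 and from 3.84e-05 to 0.214 for Cyp26b1. In the posterior region the log2 fold changes of Aldh1a2 and Cyp26b1 were −0.27 (adjusted p = 0.502) and −0.46 (adjusted p = 0.533). No Hox gene passed over all genes tested in either region, and adjusted within each Hox list 1 did, Hoxa10 in the posterior region (0.26, 0.0408).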

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

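Each library was compared with the others of its group, for the named genes and the means of the 16 lists. A library was picked out when its gap to the nearest other library, divided by the range of the group, exceeded Dixon's 95% critical value for the size of the group. This picked out 10 of 112 groups, where chance gives about 5.6. All 3 tests in this part (the stage and the depth of control embryo 2, and posterior tissue in anterior control 3) were chosen only after the results were seen.

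Control embryo 2, one of 2 embryos with 20 somites, accounted for 4 of these. The mean of its dermomyotome and myotome list was 3.324 log2 CPM in the anterior library (other controls 3.93 to 4.13) and 1.254 in the posterior library (others 2.21 to 2.47). In its posterior library the neural tube list was at 3.783 (others 4.41 to 4.60) and the neural crest list at 2.664 (others 3.13 to 3.21). Low depth is argued against: its posterior library had 23.146 M counts, and the lowest posterior control had 15.012 M. Its anterior library, with 25.9 M, was the deepest of the anterior controls. An earlier stage of the embryo stays open and is a candidate explanation. DKO embryo 3, which also had 20 somites, had the lowest dermomyotome and myotome mean of the DKO embryos in both regions, at 3.32 (others at least 3.63) and 1.33 (others at least 1.76), the posterior difference being −0.429. This rests on 1 DKO embryo, and an uneven dissection or another difference between embryos was not tested. Without control embryo 2 the camera result of the anterior primitive erythroid list passed the threshold, with a median of −0.81 (adjusted p = 2.37e-08, the lowest over its alternatives, which reached 0.762). It also passed without control embryo 3 (0.0325), without DKO embryo 1 (0.0213), with the sex label as covariate (0.0307) and with the trend on GC content and length removed (0.00845), so that it was not tied to control embryo 2 alone.

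Anterior control 3 had the highest mean of the Hox groups 9 to 13, at 0.161 log2 CPM (other controls −1.78 to −1.51), and of groups 5 to 8, at 4.490 (others 3.65 to 3.87). Posterior tissue left in the anterior piece was tested on the 100 genes with a gene name, Hox genes left out, that rose most in the posterior region of the DKO embryos. Their mean in this library was 1.13 log2 CPM, inside the range of the other anterior controls (0.51 to 1.20), and the posterior controls had 3.80 to 4.28. The gap divided by the range was −0.096, which argues against posterior tissue with all its abundant transcripts. A boundary placed slightly further back, which would bring Hox transcripts but few of the posterior genes, was not tested. No biological explanation was tested. Without control embryo 3 the anterior median of groups 9 to 13 was 0.08, against −0.22 with it.

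Cyp26b1 in anterior DKO 1 was at 2.265 log2 CPM (other DKO libraries 2.88 to 2.94), farther from the controls than the others. Without DKO embryo 1 its anterior log2 fold change was −0.88, against −1.03 with it. The other single libraries were Eya2 in anterior control 1 (4.275 log2 CPM, other controls 3.90 to 3.95), Daam2 in anterior DKO 3 (4.678, others 4.45 to 4.48) and A930024N18Rik in anterior control 1 (−0.745, others −1.53 to −1.32). Each of these 3 lies toward the other genotype, so that leaving it out raises the difference or leaves it unchanged. For Eya2 the anterior log2 fold change was 0.95 without control embryo 1 (adjusted p = 0.0098, over the alternatives 1.05e-09 to 0.144), and for Daam2 it was −0.61 without DKO embryo 3 (adjusted p = 0.0291, over the alternatives 4.63e-08 to 0.366). No technical or biological explanation was tested for these 4 single values, and their number is within what chance gives.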

How the results depend on the processing

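The settings chosen only after seeing the data were the newer quasi-likelihood fit, the adjusted p threshold of 0.1, the sex covariate without control embryo 1, exact permutation of list means and the removal of the trend on GC content and length. The cause was not tested except where stated.

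For the anterior comparison, RLE and upper-quartile factors, unrounded counts and the filter at a mean of 50 counts gave 6 to 9 genes, near the 6 of the fit with TMM. The count was 287 with DESeq2, 29 with limma-voom, 83 with no filter on low counts, 71 with the sex label and 84 with somite number as covariate, 88 with both, 27 with the newer quasi-likelihood fit, 19 with all 18 libraries in one fit, 20 with the sex covariate without control embryo 1 and 94 at the threshold of 0.1. DESeq2, limma-voom, no filter, the covariates with all embryos and the newer fit each kept all 6 genes among their calls. The fit of all 18 libraries and the sex covariate without control embryo 1 kept 4 of the 6. The sex label of control embryo 1 is contradicted by its transcripts, so the covariate is wrong for it. The fits that each left out 1 embryo gave from 1 (without DKO embryo 1) to 57 (without DKO embryo 2).

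For the posterior comparison, RLE and upper-quartile factors, limma-voom, unrounded counts, the sex label with or without somite number and the newer fit gave 2 or 3 genes. The count was 156 with DESeq2, 14 with no filter, 7 with somite number as covariate, 51 with all 18 libraries in one fit and 12 at the threshold of 0.1, and each of the fits listed here kept both genes. It was 1 with the filter at a mean of 50 counts, because A930024N18Rik, with a mean of 32.2 counts, is not tested there. That filter also leaves no value for Lyve1. The fits without 1 embryo gave from 2 to 24 (without DKO embryo 2).

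The interaction gave 0 genes under every setting but DESeq2, with 7, and the fit without DKO embryo 2, with 1 (range 0 to 1). The genes at an unadjusted p below 0.05 numbered 567, and from 406 to 1329 over those settings. The counts for the regions stayed within 1.5 times the reported ones under each alternative except without DKO embryo 1, where 1728 genes passed in DKO embryos (1728 to 2550 over the 4 fits, with fewer libraries in each). In controls they were at least 2922 without 1 embryo, and 5136 and 5216 with the embryo as a block or a random effect.

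Of the 4 tests of Meis1 and Meis2, 0 passed in the fit with TMM, 4 with DESeq2, 2 with the sex label, with somite number or with both as covariates, and 1 with limma-voom, no filter, the filter at a mean of 50 counts, the newer fit, all 18 libraries or the sex covariate without control embryo 1. Leaving out 1 embryo gave 0 to 1 (1 without DKO embryo 2). All 4 log2 fold changes were negative under each alternative, from −0.34 to −0.25 for anterior Meis1, −0.68 to −0.47 for posterior Meis1, −0.46 to −0.37 for anterior Meis2 and −0.60 to −0.48 for posterior Meis2.

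The Pearson correlation of the effects was 0.723 with the filter at a mean of 50 counts and 0.394 to 0.461 without 1 embryo. Part of the rise is due to 8 genes that the default filter drops, since without them it was 0.551. The default fits, restricted to genes with a mean of at least 50 counts in both regions, gave 0.552. The rest of the rise from 0.392 therefore goes with leaving out genes of lower counts. Of 100 relabellings, real one included, 28 gave a value as high as this 0.552 (median of the others 0.514).

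Of the 32 list tests, 12 passed with camera, 0 with fry, 0 with an estimated correlation and 0 with exact permutation, where a list alone at the smallest possible p would have an adjusted value of 0.254, and from 9 to 17 without 1 embryo. Medians near 0 changed sign, and some larger ones did so when 1 embryo was left out. With all embryos the larger ones were −0.15 for anterior Hox groups 5 to 8, −0.22 for anterior groups 9 to 13 and −0.26 for posterior heart. With the sex label as covariate, the anterior medians of dermomyotome and myotome and of heart were −0.0016 and −0.0449, and with the trend on GC content and length removed the posterior median of segmentation was −0.0233. Without 1 embryo, anterior medians ranged from −0.0529 to 0.0137 for Hox groups 1 to 4, −0.26 to 0.0039 for groups 5 to 8, −0.40 to 0.0848 for groups 9 to 13, −0.0832 to 0.0127 for the retinoic acid pathway, −0.041 to 0.0145 for TALE partners, −0.0545 to 0.15 for dermomyotome and myotome and −0.55 to 0.19 for heart. Posterior medians ranged from −1e-04 to 0.14 for the retinoic acid pathway, −0.11 to 0.21 for dermomyotome and myotome, −0.0402 to 0.10 for neural crest and −0.48 to 0.11 for heart.

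Several calls of camera were lost when any of a number of embryos was left out. Anterior segmentation was lost without DKO embryo 2 (adjusted p = 0.159), control embryo 4 (0.0507) or control embryo 5 (0.0651), and with the sex label as covariate (0.0677). Anterior gut endoderm was lost without control embryo 1 (0.0563), control embryo 4 (0.0507), DKO embryo 3 (0.0852) or DKO embryo 4 (0.0722). Posterior Hox groups 1 to 4 was lost without control embryo 4 (0.0507) or DKO embryo 3 (0.0852), and posterior axial bud without control embryo 1 (0.185), control embryo 3 (0.193), DKO embryo 1 (0.123) or DKO embryo 3 (0.277). With the trend on GC content and length removed, the calls lost were anterior segmentation (0.239), posterior Hox groups 1 to 4 (0.151) and posterior axial bud (0.158). The lists gained there were the anterior retinoic acid pathway and primitive erythroid cells (both 0.00845), anterior endothelium (0.00921) and posterior endothelium (0.00987). Those gained with the sex label were anterior axial bud and primitive erythroid cells (both 0.0307) and posterior endothelium (0.0196). Lists gained in at least 1 fit without 1 embryo were anterior Hox groups 5 to 8, axial bud, primitive erythroid cells, endothelium and surface ectoderm, and posterior Hox groups 5 to 8, groups 9 to 13 and endothelium. The lowest adjusted p-values among these were 2.37e-08 for anterior primitive erythroid cells and 0.00124 for posterior endothelium, both without control embryo 2. The neural tube and sclerotome calls in both regions, the anterior neural crest call and the posterior erythroid, gut endoderm and surface ectoderm calls held in these fits. Over the named genes, 624 other values kept their direction and side of the threshold, 26 were stronger, 30 weaker and 0 reversed. The 30 were those of Eya2, Cdh15, Hes5, Daam2 and Lyve1. Over the medians of the lists, 373 kept both, 27 were stronger, 53 weaker and 27 reversed. Small changes are the least covered. Simulated changes of 0.5 on the log2 scale were recovered for 55.5% of anterior and 32.5% of posterior genes. These changes were planted only in genes with a mean of at least 50 counts. Depth was not varied in that simulation.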

Other observations

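The tests in this part that were chosen only after the result was seen are those of the sex label, A930024N18Rik, the neighbours of 4930481B07Rik, the sclerotome and neural tube lists, the pseudogenes, Rps3a1 and its copies, DESeq2, limma-voom, the unadjusted p-values and the embryo block over splits, GC content for class I genes, and the regional difference of p53 targets.

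Other splits of the embryos show how often a result as large arises without regard to genotype. Of 100 splits, real one included, 2 gave at least the 6 genes of the anterior comparison (the largest other split gave 14), and 7 gave at least the 2 genes of the posterior comparison (largest other 16). The posterior count is therefore within what regrouping gives. All 100 splits gave at least the 0 genes of the interaction, a comparison that a count of 0 cannot fail. At an unadjusted p below 0.05, 14 gave at least its 567 genes. With the embryo as a block the interaction had 860 such genes, and 21 of the 100 splits gave as many (median of the others 573). For the number of genes with an unadjusted p below 0.05, 2 splits reached the anterior 1983 (median 617) and 1 the posterior 1754 (median 561). With DESeq2, 2 splits reached the anterior 287 genes (median of the others 8, largest 375) and 2 the posterior 156 (median 5, largest 295). Of the other splits, 91 gave calls with DESeq2 in each region. With limma-voom, 1 split (the real one) reached the anterior 29 genes (largest other 6), and 4 reached the posterior 3 genes (largest other 15). The split by sex label gave 0 genes in each region, with the label as deposited. A split by the level of Xist gave 14 anterior and 11 posterior genes.

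Of 100 splits of the 10 control libraries, 1 (the real one) gave as many genes as the comparison of regions (largest other 3), and of 35 splits of the 8 DKO libraries, 1 did (largest other 17). Among the splits that part every embryo's pair of libraries, 1 of 16 and 1 of 8 gave as many, the largest other giving 0 genes in both. For the Pearson correlation of the effects in the 2 regions, 29 of 100 relabellings gave a value as high (median 0.358). The Spearman correlation was reached by 2 and the share of genes with the same sign by 6. Each of the relabellings gave a positive correlation (lowest 0.118), as both regions come from the same embryos, so the Pearson value is not evidence of a shared genotype effect.

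Control embryo 1 carries a female label. Its highest Xist value was 0.339 CPM and its Y-linked sums lay within those of the libraries labelled male, in both regions. This is consistent with a mislabelled sex or sample, and the pair of libraries matched each other. Which label is wrong cannot be seen from the counts. Its Meis1 and Meis2 values lay among those of the other controls.

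The list of p53 target genes held 27 genes, 25 of them tested, and none of those first noticed, such as Cdkn1a. This list and the next 2 share 0 genes with the 16 lists. In the posterior region its mean was higher in DKO by 0.22 on the log2 scale, 20 of 25 genes were higher and all 4 DKO libraries lay above all controls. The exact permutation p was 0.00794, the smallest possible, and 0.0476 after adjustment over 6 tests. The list was chosen because p53 targets had been noticed in these same embryos, so this is not an independent test. Leaving out the noticed genes does not remove that choice, and the adjustment does not cover it. The same holds for the next 2 lists. After removal of each library's trend on GC content and gene length the difference was 0.24 (exact permutation p = 0.00794), and that removal lowered the class I difference below. As the shift did not shrink, this argues against that trend as the whole cause. Activation of p53 targets in the posterior DKO tissue is a hypothesis in line with these values. In the anterior region the difference was 0.04 (exact permutation p = 0.365). The regional difference was taken on a common set of 25 genes, scaled over all 18 libraries, where the effects were 0.10 (anterior) and 0.22 (posterior). It was 0.12 (exact permutation p = 0.135), and 0.11 on the 24 genes tested in both regions (exact permutation p = 0.119), so that a larger effect in the posterior region cannot be told apart from an equal one with 9 embryos. Whether deletion of the genes, the presence of Cre or the breeding of the DKO embryos would bring this about cannot be separated, since they come together in the labels or are not stated.

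The class I antigen presentation list held 10 genes, 6 of them tested. Its posterior mean was higher in DKO by 0.16 (exact permutation p = 0.0159, adjusted 0.0476, 5 of 6 genes higher, 3 of 4 DKO libraries above all controls). After removal of the trend on GC content and length the exact permutation p was 0.0714 and the difference 0.12, so that a coordinated induction may be explained in part by that trend, and both stay open. In the anterior region the difference was 0.08 (exact permutation p = 0.0238, adjusted 0.0476), and the regional difference had an exact permutation p of 0.349. The imprinted list of 18 genes was lower in DKO in both regions, with mean differences of −0.16 (anterior) and −0.14 (posterior) on the log2 scale (exact permutation p = 0.0476 in both, adjusted 0.0571, with 12 and 13 of 18 genes lower). This falls short after adjustment, and the regional difference had an exact permutation p of 0.881. The requirement that the adjusted value pass was set after it had been seen, and the raw p alone would have met the first criterion. Whether imprinted genes shift as a class is left open by these few embryos.

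A rise of A930024N18Rik could come from Dll1 sequence in the Cre transgene, since the gene overlaps Dll1. Such reads would be more frequent in the posterior piece, where Dll1 was higher by 1.05 on the log2 scale in controls. The rise in DKO was larger in the posterior than in the anterior region by 2.13 on the log2 scale (exact permutation p = 0.00794). Dll1 itself was higher in DKO by 0.42 in the anterior region (exact permutation p = 0.00794) and by 0.14 in the posterior region (exact permutation p = 0.294). A change of the gene itself in DKO tissue would give the same values, and without reads along the locus the transgene and the gene cannot be separated. The labels do not say whether controls carried Cre.

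Genes within 5 Mb of Meis1 or Meis2 might carry sequence differences from the targeted parents. Of 125 such genes in the anterior region, 11.2% had an unadjusted p below 0.05, against 13% of all genes, and of 128 in the posterior region 7.81%, against 11%. Among 10000 random sets of genes the higher share lay at percentile 24.3, which argues against a flanking difference that moves many genes. The fall of 4930481B07Rik was compared with its neighbours within 500 kb. Of those with a mean of 50 or more counts, 23 in the anterior and 24 in the posterior region, 100% lay above it by more than 2 SE (lowest −0.21 for Arnt and −0.29 for Sema6c). This argues against a fall as large over the whole region. Of 31 neighbours tested in both regions, 2 were lower in both at an unadjusted p below 0.05: Gm4349 (−0.80 anterior, −0.77 posterior) and Arnt (−0.21, −0.19). As many were found in 13% of 10000 random sets. Tmod4 was higher in both (1.59, 1.69), and Selenbp1 was lower in the anterior region (−0.61). A smaller fall shared with part of the region cannot be told apart from a change at the gene alone, since so few neighbours moved. A deletion or variant at the gene itself stays open and was not tested.

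The sclerotome list fell in both regions. A lower share of all somite tissue in the piece may explain this if the dermomyotome and myotome list falls as well. The 2 lists moved apart by 0.15 in the anterior region (exact permutation p = 0.611), and 6 of 11 dermomyotome and myotome genes were higher, so that loss of all somite tissue cannot be told apart from a change in sclerotome. For the neural tube list, a higher share of that tissue would lower all other tissues alike. In the anterior region the neural crest list rose against the sclerotome list by 0.59 (exact permutation p = 0.00794). In the posterior region the primitive erythroid list rose against it by 1.05 (exact permutation p = 0.00794). These differences separated all DKO from all control libraries, so these lists did not move alike. The pairs set lists already seen to rise against one already seen to fall, and the p-values do not allow for that choice. A share of neural tube tissue as the whole cause therefore stays open. So does a higher share of neural tube and neural crest tissue together in the anterior region. The DKO effect on the endothelium list there was above that on the sclerotome list by 0.19 (exact permutation p = 0.119). All 12 genes of the neural tube list and all 12 of the sclerotome list passed the filter in both regions.

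Processed pseudogenes were counted in some embryos and not in others. There were 35 with 50 or more counts in some anterior libraries and at most 3 in all the others. Their states were the same in the posterior library of the same embryo in 89.5% of 315 pairs of gene and embryo (82.9% to 97.1% by embryo), and in 52.7% when another embryo's library was taken. The match was the best of 362880 pairings (exact permutation p = 2.76e-06, the smallest possible), which argues against chance in how each library's shared reads were assigned. A sequence variant carried by the embryo is a candidate explanation. The share fell just short of the 90% set for it, since 20 pairs were in neither state and 13 in the opposite one, so the explanation is left open. That reading was chosen after the share was seen, and an earlier version of the test had counted the share against it. None of the 35 split by genotype (0 genes).

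Rps3a2 and Rps3a3, copies of Rps3a1, were counted in control embryos 1 and 2 at 347 to 370 and 240 to 262 CPM. Rps3a1 was lower there (962 to 989 CPM) than in the other libraries (1372 to 2004 CPM). The coefficient of variation of the sum of the 3 genes was 8.34%, or 42.7% of that of Rps3a1 alone (19.5%). This suggests that reads of Rps3a1 were assigned to its copies in these embryos. The filter at a mean of 50 counts kept 8 genes, 7 of them processed pseudogenes, that the default filter drops. These account for part of the rise of the correlation of effects between regions from 0.392 to 0.723, since without them the correlation was 0.551. Whether reads assigned to copies of Rps3a1 contribute to that rise was not tested.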
